A study of Saccharum hybrid cultivar (mixed) with 12 samples. Its data were reported in "Amino Acid and Carbohydrate Metabolism Are Coordinated to Maintain Energetic Balance during Drought in Sugarcane" (2020).

How the data were processed

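Field-grown sugarcane of 3 varieties was compared with and without irrigation on 12 two-colour oligonucleotide arrays of a custom Agilent sugarcane design. Per the labels, RB867515 and RB92579 are tolerant to drought and RB855536 is susceptible. Leaf +1 and internode 1 were sampled at 7 months per the sample labels, with 2 arrays per variety and tissue. The design text of the series gives a lower age, which was not followed. The titles of the dye-swapped arrays repeat the number of replicate 1, while their descriptions, source names and protocols give biological replicate 2, which was followed. Each array held RNA of rainfed plants (called drought here) in one channel and RNA of irrigated plants in the other. Drought RNA carried Cy5 in replicate 1 of every group and Cy3 in replicate 2, so the dye order and the replicate number cannot be told apart.

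The authors scanned the slides and extracted spot intensity values with Feature Extraction (version 9.5.3.1, per the file headers). These deposited intensity values were not normalized. Per the file headers, the same files also hold a log10 ratio of red over green computed by that program after its own background and dye correction. The log2 ratios that the authors deposited for the whole series were compared with the scanner values and differed by at most 5e-04 from the log2 ratio of median spot intensities, drought over irrigated, with dye-swapped arrays already turned. They were neither background-corrected nor centred, and were used as an alternative only. The file headers place the arrays on 5 slides scanned on 3 dates. The leaf arrays of RB867515 and RB855536 share slides, as do their internode arrays, and all arrays of RB92579 are on a slide of their own.

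Background was corrected with normexp (offset 50) on mean spot intensities and median local backgrounds in limma 3.58.1 under R 4.3.3. Control spots were then dropped, log2 ratios were normalized by loess within each array with outlier-flagged spots left out, and the spots of a probe were averaged. Each array carried 43803 non-control spots for 21902 probes, of which 14522 read the sense and 7380 the antisense strand. All but 1 probe had 2 spots. A probe was tested if it was well above background, by the flag of Feature Extraction, in at least 1 channel on at least 2 of the 12 arrays. This left 17214 probes. It kept 92.7% of the sense and 50.8% of the antisense probes.

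Every comparison came from 1 limma model (lmFit, eBayes) over the 12 arrays, with a coefficient for each of the 6 groups and 1 dye term. It had 5 residual degrees of freedom. All adjusted p-values are limma's with Benjamini-Hochberg adjustment, and a probe was called changed at an adjusted p under 0.05. Log2 ratios are given ± the standard error (SE) of the model. Because of the offset, ratios of dim probes are understated. Group means, the mean over the varieties in each tissue, differences of RB855536 from each other variety, and the difference between tissues were tested as contrasts. The self-hybridisation rule of the study was not used here. The number of arrays limits the precision, and groups of 2 were too small for a search for outlying arrays.

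For each comparison, up to 2 probes with the highest and 2 with the lowest log2 value among the changed probes were eligible to be named. For single groups and tissue means, all arrays concerned also had to show the same sign. The scanner files do not pair probes with gene names. Names were taken from a partial annotation table that covered 1394 probes (6.36%), and other probes are given by their ID. Of 33 sequences that the text of the study names, 3 were matched to a probe this way. The others were not analysed here. No genome was used here, so no coordinates are given.

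The model was tested on simulated data in 17000 probes with 200 of them changed by 2 on the log2 scale. For the response of RB855536 leaf, 92.0% of the changed probes were recovered with 5 false calls. For the mean leaf response 94.5% were recovered, for the difference of RB867515 from RB855536 in leaf 81.0%, and for the difference between tissues 93.5%.

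Alternatives chosen before the data were examined covered the background correction, the normalization, the deposited ratios, the filter on dim probes, the outlier flags, the dye term, slide as a random block, fits per tissue, array weights, 2 other calling rules, and leaving out each array in turn. Scaling of arrays to one spread, a robust prior with an intensity trend, and slide as a fixed block were added after seeing the data. For checks of variety labels, levels per channel were taken after loess and Aquantile normalization.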

Results

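The drought response of 3 sugarcane varieties was measured in leaf +1 and internode 1 of field-grown plants, with 2 dye-swapped replicates, biological per the labels, for each of the 6 groups. Median spot intensity ranged from 61.1 to 174 over the 24 channels, against median local backgrounds of 38.0 to 52.0. Between 46.9% and 70.3% of the spots of a channel were well above background, and at most 45 spots of a channel were saturated.

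The replicates of a group were compared first. Across the tested probes, which are not independent replicates, the log2 ratios of the replicates correlated with a Pearson r of 0.90 in RB867515 internode, 0.87 in RB855536 leaf, 0.82 in RB92579 internode, 0.80 in RB92579 leaf and 0.73 in RB855536 internode. The replicates of RB867515 leaf correlated with r = 0.40. The log2 ratios of its replicate 2 had an SD of 0.31 across probes, against 0.68 on replicate 1. The dye term of the model called 8 of 17214 probes.

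To find the transcripts that changed with water supply in each variety, the drought and irrigated RNA of each group were compared. In leaf, 442 probes changed in RB867515 (180 higher and 262 lower under drought), 4301 in RB855536 (2585 higher and 1716 lower) and 1886 in RB92579 (926 higher and 960 lower). In internode, 3810 probes changed in RB867515 (1689 higher and 2121 lower), 2832 in RB855536 (1306 higher and 1526 lower) and 3037 in RB92579 (1480 higher and 1557 lower). The low count in RB867515 leaf depended on its replicate 2. It was 1491 without that array and 22 without replicate 1. With median centring of each array in place of loess, RB867515 leaf had 3639 changed probes, of which 2.09% were higher under drought, against 40.7% after loess.

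**Figure D1:**
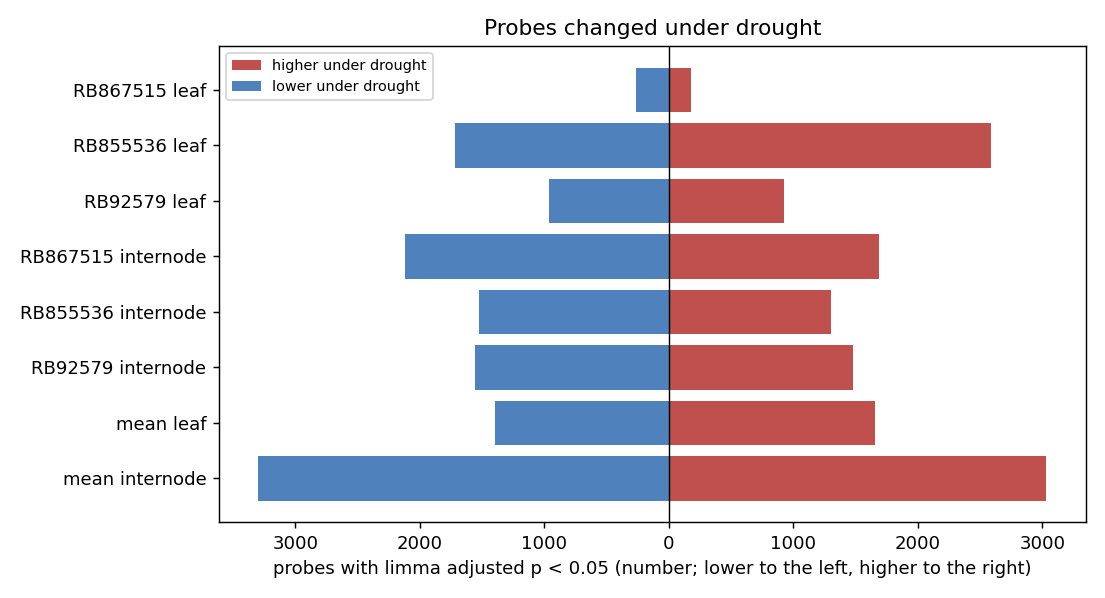
Number of probes past the limma threshold in each group and in the mean of each tissue, with probes lower under drought to the left and higher to the right. RB867515 leaf has 442 changed probes and RB855536 leaf 4301.

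A rule without a p-value, by which both replicates had to change at least 2-fold in the same direction, was met by 197 probes in RB867515 leaf, 1433 in RB855536 leaf, 737 in RB92579 leaf, 908 in RB867515 internode, 736 in RB855536 internode and 965 in RB92579 internode. The number of probes that changed at least 2-fold in opposite drought directions on the replicates, that is in the same dye direction, was 14, 1, 5, 0, 0 and 27 in the same order. Since dye order and replicate number are the same, a dye effect and a difference between replicates cannot be told apart in these counts.

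The responses were then set beside each other to see what the varieties shared. In internode, the estimated log2 ratios correlated across probes with r = 0.85 between RB867515 and RB92579, 0.66 between RB855536 and RB92579, and 0.58 between RB867515 and RB855536. Of 1482 probes called in all 3 varieties in internode, 1446 moved in the same direction. In leaf, RB867515 and RB92579 correlated with r = 0.81 (0.42 without RB867515 leaf replicate 1), and of 345 probes called in both, 342 moved in the same direction. The leaf response of RB855536 had r = -0.07 with RB867515 and r = -0.04 with RB92579. Of 910 probes called in the leaves of both RB855536 and RB92579, 416 moved in the same direction and 494 in opposite directions.

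**Figure D2:**
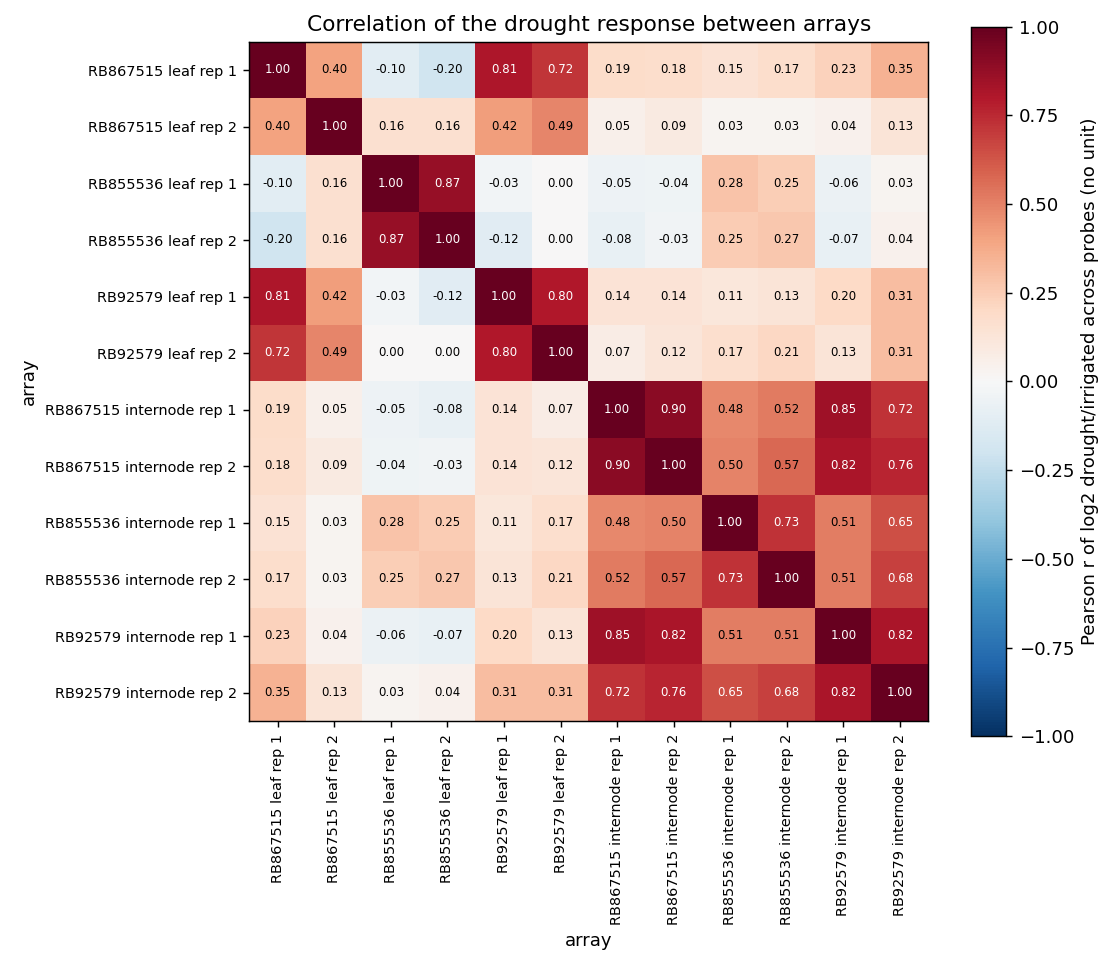
Pearson correlation (no unit) of log2 drought over irrigated across the tested probes for every pair of the 12 arrays, leaf first and internode second. The leaf arrays of RB855536 correlate with each other at 0.87, while the internode arrays of all varieties correlate with one another.

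The mean response over the varieties was tested in each tissue. A probe can pass in the mean without changing in every variety. In leaf, 3057 probes changed in the mean (1657 higher and 1400 lower), while 217 were called in all 3 varieties, 108 of them in the same direction. Probe GS1_SS_11161_19643 (sequence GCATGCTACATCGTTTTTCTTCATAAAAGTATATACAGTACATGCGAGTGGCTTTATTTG) had a mean log2 ratio of 4.40 ± 0.41 (SE, n = 6 arrays, limma adjusted p 0.000957), and was higher under drought on 6 of 6 arrays. GS1_SS_11621_09365 also had a mean log2 ratio of 4.40 ± 0.46 (limma adjusted p 0.00139; 6 of 6 arrays). The lowest values were those of GS1_SS_15871_13830, annotated as uncharacterized, at -3.65 ± 0.42 (limma adjusted p 0.00205) and GS1_SS_07903_08943 at -3.13 ± 0.31 (limma adjusted p 0.0011), both lower on 6 of 6 arrays. The mean of GS1_SS_07903_08943 came mostly from RB855536, at -6.86, against -2.18 in RB92579 and -0.36 in RB867515 (limma adjusted p 0.868).

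In internode, 6328 probes changed on average (3031 higher and 3297 lower). GS1_SS_18405_20387, annotated as a zinc finger transcription factor, was higher under drought on 6 of 6 arrays, with a mean log2 ratio of 3.26 ± 0.23 (SE, limma adjusted p 7.81e-05). GS1_SS_19109_01089 followed with 3.05 ± 0.22 (limma adjusted p 7.79e-05). GS1_SS_21231_17810 (sequence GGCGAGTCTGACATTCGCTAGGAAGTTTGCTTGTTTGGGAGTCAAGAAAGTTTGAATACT) had the lowest mean log2 ratio, -6.66 ± 0.29 (limma adjusted p 2.04e-05), and GS1_SS_10886_01209 had -4.98 ± 0.19 (limma adjusted p 1.82e-05). Both were lower on 6 of 6 arrays.

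**Figure D3:**
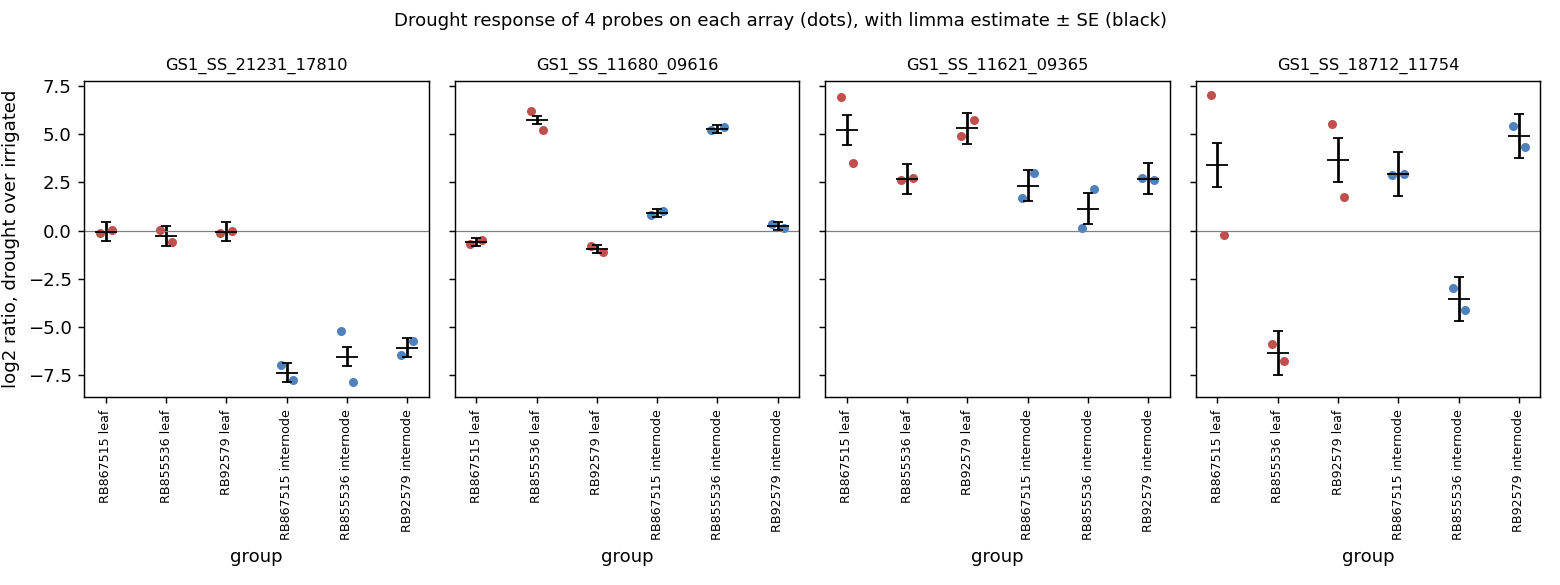
Log2 ratio of drought over irrigated for 4 probes in the 6 groups. Dots are arrays, and the black mark and bar give the limma estimate ± SE. GS1_SS_21231_17810 has a mean of -6.66 in internode, and GS1_SS_11680_09616 has 5.72 in RB855536 leaf and 5.27 in RB855536 internode.

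Whether a variety labelled tolerant responded differently from the susceptible one was tested by the difference between their responses. RB867515 and RB855536, whose arrays share slides, differed in leaf at 3263 probes (1178 with the higher value in RB867515 and 2085 with the lower) and in internode at 168 probes (106 and 62). RB92579, on a slide of its own, differed from RB855536 at 3695 probes in leaf (1580 and 2115) and at 139 in internode (97 and 42). For RB92579, slide and variety cannot be told apart. GS1_SS_11680_09616 was higher under drought in RB855536 in both tissues, with log2 ratios of 5.72 ± 0.21 in leaf and 5.27 ± 0.21 in internode (SE, n = 2 arrays each). In RB867515 it had -0.59 ± 0.21 in leaf and 0.91 ± 0.21 in internode. GS1_SS_18712_11754 had a log2 ratio of -6.35 ± 1.14 in RB855536 leaf (limma adjusted p 0.00661) and 3.63 ± 1.14 in RB92579 leaf, which did not pass the threshold (limma adjusted p 0.0893). Its replicates differed in RB92579 leaf, at 5.53 and 1.73, and in RB867515 leaf, at 7.00 and -0.23.

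The tissues were compared through the difference of their mean responses, which 4680 probes passed (2595 with the higher value in leaf and 2085 with the lower). Of the 6328 and 3057 probes called in the means of internode and leaf, 1623 were called in both. Of these, 1052 moved in the same direction and 571 in opposite directions. GS1_SS_21231_17810 differed by 6.52 ± 0.41 between tissues, but in leaf it was not well above background in any of the 6 drought channels and was so in 1 of the 6 irrigated channels, so its leaf ratio lies near the floor.

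The array holds sense and antisense probes for 7380 assembled sequences. In the mean leaf response 3.01% of the 3752 tested antisense probes changed, against 21.9% of the sense probes (two-sided Fisher's exact test across probes, which are not independent, odds ratio 0.111, p = 2.21e-207). In internode the shares were 5.38% and 45.5% (odds ratio 0.0681). Antisense probes made up 3.70% of the changed probes in leaf and 3.19% in internode.

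Of the sequences that the study names, 3 could be followed. The study chose some of them on data that include these samples, so the list is not independent evidence. Over 8 responses, 3 values passed the threshold over all probes and 6 when adjusted over the list alone. Both adjustments were made within each response. The adjustment over the list alone thus covers 3 probes at a time and does not correct for the 8 responses. The sequence of probe GS1_SS_16222_07773 is listed by the study as abscisic acid 8-hydrolase, while the annotation names it abscisic acid 8-hydroxylase. This probe was lower under drought in the mean of leaf (log2 ratio -1.50 ± 0.28, limma adjusted p 0.0128, lower on 5 of 6 arrays) and in RB92579 leaf (-2.57 ± 0.49, limma adjusted p 0.0215). In RB867515 leaf it had -2.16 ± 0.49, which passed only when adjusted over the list alone (0.00912, against 0.0731 over all probes) and was -3.42 without replicate 2 and -0.89 without replicate 1. In RB855536 leaf it had 0.24. The amino acid transporter probe GS1_SS_16371_09107 was lower in RB855536 leaf (-1.74 ± 0.25, limma adjusted p 0.0025). In RB92579 leaf it had the opposite sign, 0.75 ± 0.25, which passed only when adjusted over the list alone (0.029, against 0.105 over all probes) and was 0.44 without replicate 2. In RB867515 leaf it had 0.58. The sequence of probe GS1_SS_15866_10861 is a VQ motif protein per the study, while the annotation names it serine/arginine repetitive matrix protein. The study, by its own rule, found it unchanged in its oligoarray experiments. Here its mean log2 ratio in leaf was -1.17 ± 0.36, which did not pass over all probes (limma adjusted p 0.0687) and passed when adjusted over the list alone (0.0207). It was -1.75 without RB867515 leaf replicate 2 and -0.60 without replicate 1, which had 0.75 and -2.42.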

Values the study reported

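The study counted 2,898 differentially expressed genes over all of its oligoarray experiments, with overlap between experiments, and 17,012 genes with significant expression. Its arrays carried probes for both strands of 14,522 assembled sequences. From those experiments it placed 588 genes in co-expression modules.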

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

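The tests of exchanged labels, of slide for RB855536 leaf, and of replicate noise were chosen after the values they use had been seen, and so was the test on variety marker probes, which was added after a slope test and not all of whose cutoffs were written beforehand. The others were set before their values were seen.

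The difference between the drought responses of the varieties was itself tested, and these results are given here because the groups differed. In leaf, RB867515 and RB855536 differed at 3263 probes, and RB92579 and RB855536 at 3695 probes. The extreme differences in leaf between RB867515 and RB855536 were those of GS1_SS_18712_11754 (9.73), GS1_SS_16843_15376 (9.71), GS1_SS_03682_02989 (-7.60) and GS1_SS_11680_09616 (-6.31). The same probes led the difference between RB92579 and RB855536, at 9.98, 9.87, -8.94 and -6.67. The replicates of GS1_SS_16843_15376 differed, at 7.13 and -0.04 in RB867515 leaf and 5.89 and 1.51 in RB92579 leaf. Its difference between RB867515 and RB855536 was 9.71 ± 1.91 (SE), and 6.48 without RB867515 leaf replicate 1.

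Behind these counts lay a leaf response of RB855536 that did not follow the other varieties. Its correlation across probes with RB92579 leaf was -0.0392. Exchanged drought and irrigated labels would have made it strongly negative. RB867515 leaf, on the same slides, correlated with RB92579 leaf at 0.815, and at 0.423 without RB867515 leaf replicate 1, which argues against slide and scan date. The RB855536 leaf replicates correlated at 0.871, which argues against noise. The correlation stayed at -0.0499 among probes well above background in both channels on all arrays, at -0.0552 after median centring, and at -0.0381 after removing a smooth trend with probe GC content. Between RB867515 and RB92579 the value was 0.828, 0.533 and 0.815 under the same changes. Leaf responses correlated weakly with GC content (rho -0.0744 in RB855536 and 0.0187 in RB92579), so removing its trend could change little. Median centring also moved the correlation of RB855536 leaf with RB867515 leaf from -0.0694 to -0.556. Exchanged labels would give a negative value there too, but also with RB92579, where it stayed near 0.

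A wrong variety in a leaf tube was tested in 2 ways, and the ways differed. The internode level difference between RB855536 and RB867515 was first used as a signature. The RB855536 leaf ratio followed it with a slope of -0.608, larger in size than the slope of 0.488 that the leaf level difference itself had, and which met the prediction for a wrong RNA. The level difference had a slope of 0.823 among irrigated and 0.153 among drought leaf RNAs. A rule that would have set the test aside because of the weak drought slope was dropped after this was seen, since a wrong drought RNA would itself weaken it. The ratio slope follows from the irrigated and drought slopes and those of the RB867515 leaf ratio (0.0846 and 0.0379). These slopes are therefore not separate evidence for a wrong RNA. The second test used 19 probes that set RB855536 apart from both other varieties by over 1 on the log2 scale in every internode RNA. Scores were scaled so that 0 is the mean of the leaf RNAs of the other varieties and 1 the difference in internode. At these probes, the drought leaf RNAs labelled RB855536 scored 0.632 on average and the irrigated ones 0.626, while at the probes specific to RB867515 the drought RNAs scored -0.0152. The irrigated RNAs were predicted near 1 and scored lower, but drought and irrigated RNAs scored alike. The marker probes therefore argue against a wrong variety, and the slope may reflect genes that respond to drought and also differ between varieties. A response specific to the variety stays open, as do the time of collection and the stage of the leaves, which were not tested.

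In internode, RB867515 and RB855536 differed at 168 probes and RB92579 and RB855536 at 139. GS1_SS_00075_12059 (5.71), GS1_SS_04057_19683 (5.56), GS1_SS_11680_09616 (-4.37) and GS1_SS_12045_19144 (-3.37) led the former difference. In the latter they had 6.04, 6.33, -5.05 and -4.05. With a dye term per slide, 83 probes differed between RB867515 and RB855536, and with slide as a random block 278. One is lower and the other higher than 168, so whether the slides affect this count stays open. Without RB867515 internode replicate 2, limma called 0 probes (1195 at an unadjusted p under 0.05), and without RB855536 internode replicate 1 it called 767, so this count rests on single arrays. For RB92579, slide and variety cannot be told apart.

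Leaf and internode differed at 4680 probes. GS1_SS_21231_17810 (6.52) and GS1_SS_16661_12921 (5.13) had the highest values, and GS1_SS_15871_13830 (-3.69) and GS1_SS_07751_16813 (-3.14) the lowest. In leaf, GS1_SS_21231_17810 was well above background in 0 of 6 drought and 1 of 6 irrigated channels, and GS1_SS_16661_12921 in 3 and 4, so their leaf ratios lie partly at the floor and their values mainly reflect internode. For RB867515 and RB855536 the tissues lie on different slides. Within RB92579, whose tissues share 1 slide, 2144 probes differed, and of 1353 that were also called in the other varieties 1297 went the same way, which argues against slide and scan date. Of 100 assignments of arrays to tissue within each variety, 1 gave as many changed probes, the real one, which argues against chance. That is the smallest share this count can give. A difference between tissues stays open as a hypothesis.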

How the results depend on the processing

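Scaling of arrays to one median absolute deviation, the robust prior with a trend, and slide as a fixed block were chosen after seeing the data. The cause of the changes below was not tested unless stated. Counts are of probes past the limma threshold.

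With median centring in place of loess, which centres the non-control spots of an array, the median over the tested probes moved. It became -0.28 in RB867515 leaf and 0.24 in RB855536 leaf. Calls were still made against 0 and not against these medians. The counts became 3639 in RB867515 leaf (2.09% higher under drought, against 40.7% after loess), 48 in RB92579 leaf, 629 in RB867515 internode (4.29% against 44.3%), 617 in RB855536 internode (1.94% against 46.1%), 410 in RB92579 internode (4.15% against 48.7%), 412 in the mean of leaf (35.0% against 54.2%), 2728 in the mean of internode (13.3% against 47.9%) and 1530 for leaf minus internode (90.9% against 55.4%). RB855536 leaf had 5077, 95.3% of them higher, against 60.1% of 4301, and 2755 probes were called both ways. RB867515 minus RB855536 had 7808 in leaf (12.4% against 36.1%) and 0 in internode (922 at an unadjusted p under 0.05). RB92579 minus RB855536 had 8.30% higher in leaf, against 42.8%, and 0 calls in internode (533 unadjusted).

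With the deposited log2 ratios, which are not centred, counts were 6894 in RB855536 leaf (91.3% higher), 1322 in RB867515 internode (27.2%), 1945 in the mean of leaf, and for RB867515 minus RB855536 6963 in leaf (5.80%) and 85 in internode (82.4%, against 63.1%). RB92579 minus RB855536 in leaf had 7095 (7.67%). The share of higher calls was also moved in RB867515 leaf (24.3%), RB92579 leaf (21.7%), RB92579 internode (18.7%), the mean of internode (26.8%) and leaf minus internode (77.8%).

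Without background subtraction there were 1121, 6580 and 3024 changed probes in the leaves of RB867515, RB855536 and RB92579, 5939 and 5573 in the internodes of RB855536 and RB92579, and 4654 in the mean of leaf. The differences from RB855536 were 4911 and 528 for RB867515 in leaf and internode, and 5706 and 630 for RB92579. With the ratio of Feature Extraction, the leaves had 879 (51.6% higher), 7079 and 3308 in the same order, RB855536 internode 5020 (54.9% against 46.1%) and the mean of leaf 5016. RB867515 minus RB855536 in leaf had 5284, with 75.0% higher among the calls in internode, and RB92579 minus RB855536 had 6217 in leaf and 281 in internode.

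Scaling of arrays to one median absolute deviation gave 258 (26.4% higher), 411 and 708 in the leaves, 674 (32.5%), 624 and 1547 in the internodes, 896 in the mean of leaf (37.8%) and 2545 for leaf minus internode. RB867515 minus RB855536 had 791 in leaf and 0 in internode (1400 unadjusted), and RB92579 minus RB855536 had 832 in leaf and 22 in internode (40.9% against 69.8%).

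A dye term per scan date gave 83 for RB867515 minus RB855536 and 68 for RB92579 minus RB855536 in internode. Slide as a fixed block is the same model for the former and also gave 83. Slide as a random block gave 278 there, with a correlation within slide of 0.0887. Each tissue fitted alone, with fewer arrays, gave 9 in RB867515 leaf (66.7% higher; 2741 unadjusted), 766 in RB92579 leaf, 1789 in RB855536 internode, and 19 and 37 for the internode differences of RB867515 and RB92579 (89.5% and 83.8% higher, against 63.1% and 69.8%). These shares were 79.9% and 79.1% with an offset of 10, and 77.7% and 81.1% among probes well above background in both channels on all arrays. Array weights gave 145 in RB867515 leaf, 1161 in RB855536 internode, 6048 in RB92579 internode and 27 for RB867515 minus RB855536 in internode.

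Replicate number and dye order are the same in this design. The model without the dye term, that is without a replicate block, gave 348 changed probes in RB867515 leaf, 2726 in the mean of leaf and 5893 in the mean of internode, and moved none of the 13 counts by over 1.5 times. Differences between replicates correlated between groups with r from -0.13 to 0.30, over 0.1 in 11 of 15 pairs of groups and below -0.1 in 2. Arrays of the same number also share the dye order, so these values do not show that the numbers pair the samples.

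Requiring at least 2-fold as well left 213, 1862 and 709 in the leaves, 1180, 1159 and 1181 in the internodes, 482 in the mean of leaf (147 higher and 335 lower, so the majority changed from higher to lower), 1076 in the mean of internode, 2138 and 2341 for the leaf differences of RB867515 and RB92579, and 1260 for leaf minus internode. The rule of at least 2-fold in both replicates gave 197, 1433 and 737 in the leaves and 908, 736 and 965 in the internodes.

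Leaving out 1 array at a time leaves a group with 1 array, which is assumed to vary like the other groups. Counts ranged from 22 (without its replicate 1) to 1491 (without its replicate 2) in RB867515 leaf, 1584 (without its replicate 2) to 4702 in RB855536 leaf, 43 (without its replicate 2) to 2751 in RB92579 leaf, 265 (without its replicate 2) to 4720 in RB867515 internode, 752 (without its replicate 2) to 4819 (without its replicate 1) in RB855536 internode, and 501 (without its replicate 1) to 3684 in RB92579 internode. The means ranged from 1452 (without RB855536 leaf replicate 2) to 3520 in leaf and from 4442 to 7341 in internode. RB867515 minus RB855536 ranged from 1495 to 3605 in leaf and from 0 (1195 unadjusted) to 767 in internode, RB92579 minus RB855536 from 1546 to 4156 in leaf and from 5 to 791 in internode, and leaf minus internode from 3260 to 5842.

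The lower share of antisense probes among changed probes kept its direction and its side of the threshold under every alternative run. Calls for the 3 study-named probes, 3 in the main analysis, became 7 without background subtraction, 7 with the ratio of Feature Extraction, 5 among probes well above background in both channels on all arrays and 1 with each tissue fitted alone, and ranged from 1 to 10 when an array was left out. The mean internode value of GS1_SS_16371_09107 changed sign to -0.13 with median centring and to -0.22 with the deposited ratios, and ranged from -0.11 to 0.13 when an array was left out. Its mean leaf value ranged from -0.31 to 0.040, and the mean internode value of GS1_SS_15866_10861 from -0.37 to 0.058. None of these passed the threshold under any alternative run. Over all alternatives, the values of single probes named in the text or plotted, of further probes eligible to be named, and the correlations between groups were stable in 1724 cases, which for probe values means the same direction and side of the threshold and for correlations a move of less than 0.1. Correlations moved by at least 0.1 in 11 cases. With median centring, RB867515 leaf had -0.556 with RB855536 leaf and 0.533 with RB92579 leaf. The deposited ratios gave RB855536 leaf -0.170 with RB867515 leaf and -0.149 with RB92579 leaf. Scaling of arrays gave RB867515 leaf 0.0809 with RB855536 leaf and 0.668 with RB92579 leaf, and leaving out its replicate 1 gave 0.0495 and 0.423. In internode, leaving out an array lowered the correlations to 0.460 between RB867515 and RB855536 and 0.550 between RB855536 and RB92579 (both without RB855536 replicate 2), and to 0.729 between RB867515 and RB92579 (without RB92579 replicate 1). Probe values kept their direction but lost the threshold in 194 cases, 43 of them under scaling of arrays to one spread, and newly passed it in 17. Signal over background limits the antisense results, since 50.8% of the antisense probes were tested.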

Other observations

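The tests on RB867515 leaf replicate 2 were chosen after its values were seen, except the score at marker probes, whose slope form was set before. The tests on sign patterns and antisense probes were set before their values were seen.

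RB867515 leaf replicate 2 differed from replicate 1, with r = 0.404 across probes. A positive value argues against a dye order other than labelled. The spots of a probe correlated at 0.964 on that array, within the range of arrays of other groups, which argues against spot noise. Partly mixed RNA in replicate 2 would shrink its ratios, and their SD was 0.31 against 0.68 on replicate 1. The replicate correlation corrected for spot noise was 0.411, but differences between plants would lower it too, so it cannot decide on mixed RNA. Mixing should shrink large ratios of one sign alike. GS1_SS_12704_10680 had -3.61 on replicate 1 and -3.82 on replicate 2, against -4.72 and 0.59 at GS1_SS_11466_20051. GS1_SS_11621_09365 had 6.93 and 3.49, against 7.00 and -0.23 at GS1_SS_18712_11754. At these probes the values argue against mixed RNA as the only cause. Some mixing stays open. At the probes specific to RB855536 the RNAs of replicate 2 scored at most 0.0212, and the ratio followed the internode level difference between the varieties with a slope of 0.0379, which argues against RNA of that variety. A difference between the plants, including one in age, stays open and was not tested. The sample labels give 7 months for this array, while a label in the supplement of the study gives a lower age.

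The mean internode response was matched by 1 of 32 sign patterns of its arrays, the real one, which argues against chance. That is the smallest share this count can give. The mean leaf response was matched by 2 of 32. The other pattern turned both RB855536 leaf arrays and gave 4025 changed probes, more than the 3057 of the real pattern. It leaves the replicates of each variety in agreement and changes only how RB855536 is set against the other varieties. The leaf count therefore reflects whether the varieties agree and cannot decide on chance.

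Antisense probes changed less often than sense probes. Their brightness is a candidate explanation. Among sense probes of the same brightness, 3.29% changed in leaf, 1.09 times the antisense share. In internode 13.5% changed, 2.51 times the antisense share, so brightness alone does not account for the difference there.

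In 3461 tested pairs of sense and antisense probes, the mean log2 ratios of the strands correlated with r = 0.46 in leaf and 0.24 in internode. Of 49 pairs changed on both strands in leaf, 45 moved in the same direction, as did 62 of 80 in internode. Antisense signal that comes from labelling of the sense transcript could give this. Between the third of pairs with the most and the third with the least excess of sense over antisense brightness, the correlation rose by 0.446 in leaf and 0.475 in internode, as such labelling predicts. Pairs with little excess can also have dim sense probes, whose ratios are understated, so the rise does not single out such labelling. Regulation shared by both strands was not tested.

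In leaf, 5322 probes passed the threshold in at least 1 variety. That is higher than the count of differentially expressed genes quoted from the study above, which used another rule and covered further experiments.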
